A study of Mus musculus with 18 samples. Its data were reported in "CD26-negative and CD26-positive tissue-resident fibroblasts contribute to functionally distinct CAF subpopulations in breast cancer" (2023).

How the data were processed

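Polyadenylated RNA was sequenced from cultured normal fibroblasts (NFs) of the FVB/n mouse mammary gland. The cells had been sorted into CD26- and CD26+ NFs, where CD26 is a surface peptidase encoded by Dpp4. They were kept for 7 days in control conditioned medium or in tumour conditioned medium (CM). Tumour CM came from 6 independent lines derived from WEPtn tumours, a mouse model of invasive lobular breast cancer. Per the labels, the 18 libraries form 4 groups: CD26- NFs in control medium (replicates 1 to 3), CD26- NFs in tumour CM (replicates 4 to 9), CD26+ NFs in control medium (replicates 10 to 12) and CD26+ NFs in tumour CM (replicates 13 to 18). Each CM library of a cell type received the CM of a different line, so differences between lines are part of the spread between replicates.

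The deposited table holds raw counts per Ensembl gene, one column per library, without normalization by the authors. Libraries were stranded and sequenced single-end per the labels. The aligner, the counting tool and its strand setting, and the annotation release were not stated, and the coordinates in the table are those of GRCm38. The labels give no sequencing or library batch, so no batch could be tested. All 55486 genes and all 18 columns were read, and 1 row without a gene, which holds 0 counts in all, was left out. No library was left out. Checks within each group found no copied library: the lowest chi-square per degree of freedom between replicates was 3.10, where counting error alone would give 1.

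Genes were kept with filterByExpr by group, which left 14273 genes, and the lowest share of a library's counts in these genes was 99.9%. Counts were scaled with TMM and tested in R 4.3.3 with the quasi-likelihood F test of edgeR 4.0.16 (glmQLFit and glmQLFTest) in a single model with a term for each of the 4 groups. The common biological coefficient of variation was 0.117. The 5 contrasts were the CM effect in CD26- NFs, the CM effect in CD26+ NFs, CD26+ against CD26- NFs in control medium, the same in tumour CM, and the difference between the 2 CM effects. FDR below stands for the Benjamini-Hochberg adjusted p of the edgeR test over all tested genes of a contrast. A gene was called at an FDR under 0.05 with a log2 fold change over 2 or under -2, the limits named in the study's methods, and the count at the FDR alone is given beside it. The study used DESeq2, which was run here as an alternative. Values per gene are CPM, counts relative to the TMM-scaled library size, as mean ± SD over libraries. Log2 fold changes carry their standard error (SE).

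The groups, contrasts, gene lists, tests and most alternatives were fixed before the data were examined. Genes were named by a rule fixed at the same time. For each of the 4 group comparisons these are the 3 genes up and the 3 genes down with the smallest p among called genes whose groups do not overlap in log2 CPM and whose higher group has a mean of at least 5 CPM. For the difference in CM effect they are the 3 positive and the 3 negative genes with the smallest p among those past the FDR with a mean of at least 5 CPM in a group. Dpp4, the 5 cytokines and the matrix metalloproteinases were named beforehand.

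Gene lists were the iCAF (inflammatory cancer-associated fibroblast) signature, myCAF (myofibroblastic cancer-associated fibroblast) markers, CD26- NF markers and CD26+ NF markers, which the study took from single-cell data of other samples. The myCAF list holds 13 marker genes that the study names and not its full signature, so its tests and scores speak for these 13 genes alone. Further lists were chemokine ligands, matrix metalloproteinases, contractile genes, tight junction genes, cAMP-responsive, TGF-beta-responsive, interferon-responsive and NF-kB-responsive genes, and cell cycle genes. Epithelial, immune cell, endothelial, adipocyte and housekeeping genes were described without a list test. The 13 tested lists were compared in the 5 contrasts with camera (limma 3.58.1, voom values, preset correlation 0.01), with Benjamini-Hochberg adjustment over the 65 pairs. They stand in for the pathway test of the study, because its pathway table was not used here.

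Each library received a rank score for the iCAF and myCAF lists, the mean rank of the list's genes among all tested genes scaled from 0 to 1. Scores were compared by exact two-sided permutation tests with Benjamini-Hochberg adjustment over 10 comparisons. Principal components and Euclidean clustering used log2 CPM (prior count 2) of the 100 most variable genes.

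Whether the lines pair the samples was checked by correlating residuals from the group means between CD26- and CD26+ libraries. Libraries given the CM of the same line correlated with r from 0.247 to 0.406 in all 6 pairs. The line was therefore used as a replicate block in an alternative for the comparison in tumour CM and for the difference in CM effect.

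Other alternatives were DESeq2 1.42.0, RLE and upper-quartile scaling, no filter on low counts, a mean of at least 5 CPM, only the groups compared, a robust fit, log2 fold change limits of 0 and 1, 500 or all genes and a prior count of 0.5 for the structure, mean log2 CPM in place of rank scores, camera with an estimated correlation, fry, and leaving out each replicate in turn. A GC content and gene length correction, alone or with the line block, and the mean of the epithelial list as a covariate were chosen after seeing the data. GC content and length were at hand for 14260 of the tested genes.

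The steps were tested on simulated data before use. With 100 genes changed by a log2 of 3 and 100 by a log2 of 1, edgeR recovered all 100 of the first kind in CD26+ NFs and 96 of the second at the FDR, and DESeq2 recovered 98. For the difference in CM effect 89 of 100 were recovered at a log2 of 1, and 90 with the line block. On unchanged data 0 genes were called in the 5 contrasts, with 657 to 730 genes at an unadjusted p under 0.05.

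Depth limits low values: 3 counts, taken here as the floor, equal 0.203 to 0.290 CPM on the TMM-scaled libraries. Reads carry no molecular identifiers, so floors cover counting error only. Fold changes against a group whose libraries all lie at or under 3 counts are given as bounds.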

Results

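Gene expression was measured by RNA sequencing in 18 libraries of cultured mouse mammary NFs. CD26- NFs were sequenced in control medium (n = 3) and in tumour CM (n = 6), and CD26+ NFs in control medium (n = 3) and in tumour CM (n = 6). Each of the 6 tumour lines gave CM to 1 culture of each cell type. Total counts ran from 9725723 to 14099859 in CD26- control libraries and from 11240481 to 13331023 in CD26- CM libraries. They ran from 12616217 to 14585349 in CD26+ control libraries and from 11594468 to 13890291 in CD26+ CM libraries. The 10 most abundant genes of a library took 5.99% ± 0.156 (SD, n = 3) of the counts in CD26- control libraries and 5.85% ± 0.556 (SD, n = 6) in CD26- CM libraries. Their share was 11.7% ± 0.853 (SD, n = 3) in CD26+ control libraries and 8.87% ± 0.910 (SD, n = 6) in CD26+ CM libraries.

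The first question was whether the libraries group by cell type and medium. With the 100 most variable genes, principal component 1 held 63.5% of the variance and principal component 2 held 27.9%. In the Euclidean clustering, the 2 clusters at the top were the 2 cell types. At 4 clusters, 17 of 18 libraries fell with their own group, and replicate 18, CD26+ NFs given CM of line 13-MCB-138, did not. The same library was the exception with 500 genes, with all tested genes and with a prior count of 0.5. The setting that moved the variance of component 1 most was the use of all tested genes, with 55.4%.

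**Figure D1:**
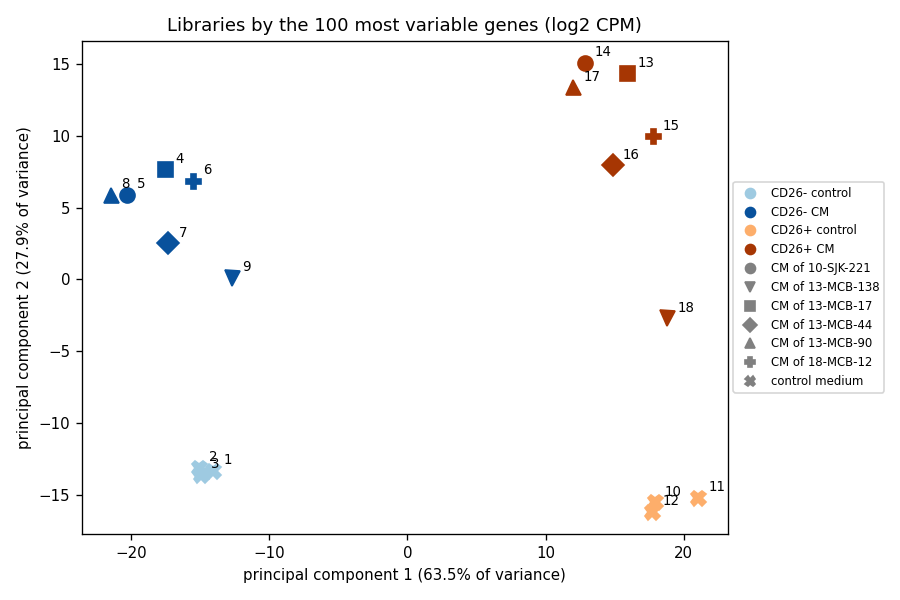
Principal components 1 and 2 (63.5% and 27.9% of the variance) of log2 CPM of the 100 most variable genes, with 1 point per library, numbered by replicate, coloured by group and shaped by the line that gave the CM. The CM library of CD26+ NFs nearest to the control libraries is replicate 18.

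The CM effect in CD26- NFs asks what tumour-derived factors change in these cells. Of 14273 tested genes, 129 were called, 109 higher and 20 lower in CM. At the FDR alone 2164 genes passed, 1125 higher and 1039 lower. That count depended on single libraries, with 825 without CD26- control replicate 3, 1099 without CD26- control replicate 1 and 2748 without replicate 7. Apart from the log2 limit itself, the alternative that moved the count of 129 most was the restriction to genes with a mean of at least 5 CPM. It left 44 called genes. That mean is taken over all 18 libraries, so the restriction drops genes of low counts and genes expressed mainly in 1 group alike. Ccdc85a (ENSMUSG00000032878, chromosome 11, 28385685 to 28584324) rose from 1.93 ± 0.638 CPM (SD, n = 3) to 19.4 ± 4.22 CPM (SD, n = 6), a log2 fold change of 3.35 ± 0.32 (SE; edgeR FDR 3.16e-05). Ccl11 (ENSMUSG00000020676, chromosome 11, 82057823 to 82062955) rose from 21.3 ± 1.59 CPM to 142 ± 29.6 CPM, with a log2 fold change of 2.74 ± 0.26 (edgeR FDR 3.16e-05). Kcnq5 (ENSMUSG00000028033, chromosome 1, 21398403 to 21961942) had a log2 fold change of 3.85 ± 0.39 (edgeR FDR 3.16e-05). Scube3 (ENSMUSG00000038677, chromosome 17, 28142141 to 28174854) fell from 12.3 ± 3.67 CPM to 2.25 ± 1.54 CPM, with a log2 fold change of -2.44 ± 0.33 (edgeR FDR 0.000280). The 2 other named genes were Reln (ENSMUSG00000042453, chromosome 5, 21884454 to 22344702), with a log2 fold change of -2.39, and Nrep (ENSMUSG00000042834, chromosome 18, 33437019 to 33464029), with -2.10. Both had an edgeR FDR of at most 0.00241.

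In CD26+ NFs, the same comparison called 287 genes, 228 higher and 59 lower in CM, and 4087 genes passed the FDR alone (2169 higher, 1918 lower). With a mean of at least 5 CPM the count was 122. Plxna4 (ENSMUSG00000029765, chromosome 6, 32144268 to 32588192) had the smallest p and fell from 76.1 ± 11.8 CPM (SD, n = 3) to 11.7 ± 2.83 CPM (SD, n = 6), with a log2 fold change of -2.70 ± 0.15 (SE; edgeR FDR 1.11e-08). Srgap3 (ENSMUSG00000030257, chromosome 6, 112717971 to 112947266) rose from 22.9 ± 1.21 CPM to 142 ± 26.6 CPM, with a log2 fold change of 2.63 ± 0.17 (edgeR FDR 3.44e-08). Sod2 (ENSMUSG00000006818, chromosome 17, 13006846 to 13040063) had a log2 fold change of 2.40 ± 0.17 (edgeR FDR 8.70e-08), and Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) one of 3.26 ± 0.23 (edgeR FDR 8.70e-08). Ank (ENSMUSG00000022265, chromosome 15, 27466677 to 27594909) fell by 2.47 on the log2 scale, and Adra2a (ENSMUSG00000033717, chromosome 19, 54044151 to 54048982) fell by 3.07. In replicate 18, Ank was higher and Ccl2 lower than in each of the other 5 CD26+ CM libraries.

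The CM effects of both cell types overlapped. Of 343 genes called in either cell type, 73 were called in both, all 73 with the same sign, and 268 had the larger change in CD26+ NFs. Across all 14273 genes, Pearson's r between the 2 CM effects was 0.594 (jackknife SE over libraries 0.0611), and 61.7% of genes had the same sign. Leaving out any single library kept r between 0.557 and 0.613. Spearman's rho was 0.394, the alternative that moved this value most. Genes are not independent replicates, so no p is given.

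The difference in CM effect asks directly whether the cell types respond differently. It was called for 56 genes, 37 with the higher log2 fold change in CD26+ NFs and 19 with the higher in CD26- NFs, and 1075 genes passed the FDR alone. Of these 1075, the fitted CM effects had opposite signs in 762, and 313 had the same sign, with the larger size in CD26+ NFs for 273. Genes chosen for a difference tend to have opposite fitted signs, and both CM effects passed the FDR in only 61 of the 762, while 1 of them passed in 647 and neither in 54. The count of 1075 was 339 without CD26+ control replicate 11, 454 without CD26- control replicate 3, 2345 without replicate 18 and 2516 with the line as a block. The share with opposite signs, 70.9%, ran from 63.8% to 74.8% over the fits that left out a library. The count of 56 also depended on single libraries: it was 97 without replicate 18, 31 without CD26+ control replicate 11 and 36 without CD26- control replicate 3. With the line as a block 83 genes were called, and 55 of the 56 were among them. With DESeq2 42 genes were called, and only 30 of the 56 were among them. Of 100 assignments of the cell type labels drawn within each medium, the real one included, 8 gave as many called genes. Nfkb1 (ENSMUSG00000028163, chromosome 3, 135584655 to 135691547) had the smallest p. It went from 135 ± 3.25 CPM to 154 ± 5.17 CPM in CD26- NFs and from 118 ± 2.58 CPM to 245 ± 24.3 CPM in CD26+ NFs, a difference of 0.85 ± 0.09 (SE, log2; edgeR FDR 0.000459). Kazn (ENSMUSG00000040606, chromosome 4, 142102390 to 142239401) differed by 1.46 and Gnai1 (ENSMUSG00000057614, chromosome 5, 18265135 to 18360355) by 1.25, each with an edgeR FDR of 0.000559. Steap3 (ENSMUSG00000026389, chromosome 1, 120190757 to 120272705) differed by -1.10 (edgeR FDR 0.000559), Ppp3ca (ENSMUSG00000028161, chromosome 3, 136670124 to 136937727) by -0.74 (edgeR FDR 0.00188) and Col23a1 (ENSMUSG00000063564, chromosome 11, 51289920 to 51583918) by -2.38 (edgeR FDR 0.00197).

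**Figure D2:**
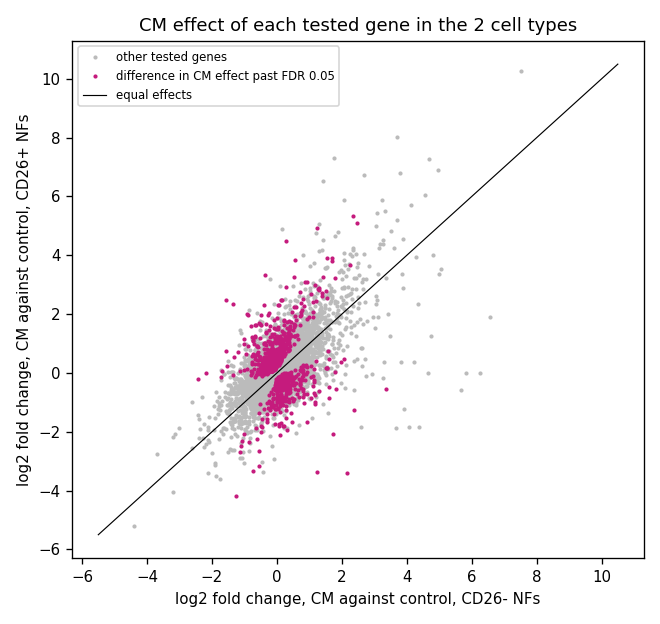
Log2 fold change of CM against control medium for each tested gene in CD26- NFs (horizontal axis) and CD26+ NFs (vertical axis), with the 1075 genes whose CM effects differed at the FDR in colour and a line at equal effects. Across genes r was 0.594.

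The comparison of the cell types in control medium asks how they differ without tumour factors. Here 852 genes were called, 280 higher and 572 lower in CD26+ NFs, and 7186 of the 14273 genes passed the FDR alone. Whether the libraries of a cell type came from separate sorts is not given in the labels. If they share a sort, the comparisons of the cell types in either medium cannot separate cell type from differences between isolates. With the mean of the epithelial list as a covariate, chosen after seeing the data, 130 genes were called, the largest move among the alternatives other than the log2 limits. Sfrp2 (ENSMUSG00000027996, chromosome 3, 83766321 to 83774316) had 4.51 ± 0.681 CPM (SD, n = 3) in CD26- NFs and 276 ± 40.2 CPM (SD, n = 3) in CD26+ NFs, a log2 fold change of 5.95 ± 0.28 (SE; edgeR FDR 1.79e-10). Steap3 was higher by 2.72 ± 0.11 (edgeR FDR 1.08e-10), and Gas1 (ENSMUSG00000052957, chromosome 13, 60174405 to 60177365) by 3.27 ± 0.16 (edgeR FDR 4.73e-10). Egflam (ENSMUSG00000042961, chromosome 15, 7206120 to 7398395) had a log2 fold change of -2.62, Ablim1 (ENSMUSG00000025085, chromosome 19, 57032733 to 57314919) of -2.12 and Cd93 (ENSMUSG00000027435, chromosome 2, 148436640 to 148443563) of -2.99.

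In tumour CM, 594 genes were called between the cell types, 211 higher and 383 lower in CD26+ NFs, and 8360 passed the FDR alone. Of these 594 genes, 426 were also called in control medium, all with the same sign. With the epithelial covariate the count was 159, and with the line as a block it was 472, the same number as in a fit of only these 2 groups without the block. Lbp (ENSMUSG00000016024, chromosome 2, 158306493 to 158332852) had 1.61 ± 0.589 CPM (SD, n = 6) in CD26- NFs and 50.6 ± 12.3 CPM (SD, n = 6) in CD26+ NFs, a log2 fold change of 4.99 ± 0.21 (SE; edgeR FDR 4.85e-11). Gas1 was higher by 2.54 ± 0.11 and Tril (ENSMUSG00000043496, chromosome 6, 53815468 to 53820830) by 2.64 ± 0.12. Cd93 had a log2 fold change of -2.91, AA986860 (ENSMUSG00000042510, chromosome 1, 130731976 to 130744622) of -2.32 and Aif1l (ENSMUSG00000001864, chromosome 2, 31950139 to 31973442) of -2.27.

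Dpp4 (ENSMUSG00000035000, chromosome 2, 62330073 to 62412231), the gene of the sorting marker, was at or under 3 counts in all 6 control libraries, with at most 2 counts in CD26- and at most 1 count in CD26+ libraries. A difference between the cell types in control medium was therefore not detectable at this depth. In tumour CM the counts ran from 1 to 11 in CD26- libraries (0.371 ± 0.281 CPM, SD, n = 6) and from 8 to 104 in CD26+ libraries (3.54 ± 2.56 CPM, SD, n = 6). The mean in CD26+ CM libraries was at least 14.6-fold higher than the floor of their control libraries (edgeR FDR 0.000312). In tumour CM, Dpp4 was higher in CD26+ NFs by 3.23 ± 0.53 (SE, log2; edgeR FDR 5.02e-05). The difference in CM effect was not past the threshold (edgeR FDR 0.373).

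Marker genes of freshly isolated NF populations were compared in control medium. Of 10 CD26- NF markers, 5 were higher and 2 lower in CD26+ NFs at the FDR. Of 10 CD26+ NF markers, 2 were higher and 4 lower in CD26+ NFs, so neither set of 10 genes followed the population it was named for. Each set is short and is not the study's full comparison of its cell clusters. Counts adjusted over the list alone were the same in both cases. In tumour CM, 4 CD26- NF markers were higher and 0 lower in CD26+ NFs (also 0 lower at an unadjusted p under 0.05), and 4 CD26+ NF markers were higher and 6 lower. With CM, 4 CD26- NF markers rose and 1 fell in CD26- NFs. That count of 5 was 3 without CD26- control replicate 1 or replicate 3. In CD26+ NFs 5 of them rose. Their CM effects differed at the FDR for 0 of 10 genes, with 3 at an unadjusted p under 0.05, and for 4 with the line as a block, 2 without replicate 9 and 1 without replicate 18. Of the CD26+ NF markers, 1 rose and 1 fell in CD26- NFs, and 4 rose and 1 fell in CD26+ NFs. The first of these counts, 2, was 1 without any 1 of CD26- replicates 1 to 5 or replicate 8. The CM effects of CD26+ NF markers differed at the FDR for 1 of 10 genes, for 5 with the line as a block, for 2 without replicate 16 or replicate 18, and for 0 in 11 other fits that left out a library.

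Of the 5 cytokine genes Ccl2, Ccl7, Ccl8, Cxcl2 and Cxcl12, 4 rose with CM in CD26- NFs at the FDR (5 adjusted over the list alone), and 5 rose in CD26+ NFs. The count in CD26- NFs was 2 without control replicate 3. Ccl2 went from 137 ± 17.8 CPM (SD, n = 3) to 369.7 ± 82.1 CPM (SD, n = 6) in CD26- NFs, a log2 fold change of 1.43 ± 0.20 (SE; edgeR FDR 0.000362). In CD26+ NFs it went from 85.5 ± 4.22 CPM to 821 ± 190.5 CPM. Cxcl12 (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367) went from 37.9 ± 1.52 CPM to 77.9 ± 38.6 CPM in CD26- NFs (log2 fold change 1.04 ± 0.36, edgeR FDR 0.0606). This rise passed with DESeq2 (adjusted p 0.0290), without replicate 5 (edgeR FDR 0.0314) and without replicate 8 (edgeR FDR 0.0298). In CD26+ NFs it went from 211 ± 17.1 CPM to 1345 ± 407 CPM (log2 fold change 2.67 ± 0.38, edgeR FDR 6.14e-05). Ccl7 rose by 1.13 in CD26- NFs and 1.91 in CD26+ NFs, Ccl8 by 1.96 and 2.59, and Cxcl2 by 1.48 and 3.56 (log2).

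The difference in CM effect itself passed the FDR for 3 of the 5 cytokine genes (4 adjusted over the list alone): Ccl2 with 1.83 ± 0.28 (edgeR FDR 0.00267), Ccl7 with 0.79 ± 0.22 (edgeR FDR 0.0373) and Cxcl12 with 1.63 ± 0.48 (edgeR FDR 0.0476). For Ccl7 the difference was no longer past the FDR in 12 of the 18 fits that left out a library, and for Cxcl12 in 15 of 18. Cxcl2 differed by 2.08 (edgeR FDR 0.123, or 0.0355 with DESeq2 and 0.0175 to 0.278 over all its alternatives) and Ccl8 by 0.63 (edgeR FDR 0.586). In control medium Cxcl12 was higher in CD26+ NFs by 2.48 on the log2 scale, while Ccl2 (-0.68) and Cxcl2 (-2.69) were lower. The lower Ccl2 level lost the FDR without CD26- control replicate 1 or 2 or CD26+ control replicate 11, with an FDR of up to 0.0644. In tumour CM, Ccl2, Ccl7, Ccl8 and Cxcl12 were higher in CD26+ NFs, with Cxcl12 higher by 4.11 ± 0.30 (edgeR FDR 7.16e-09).

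**Figure D3:**
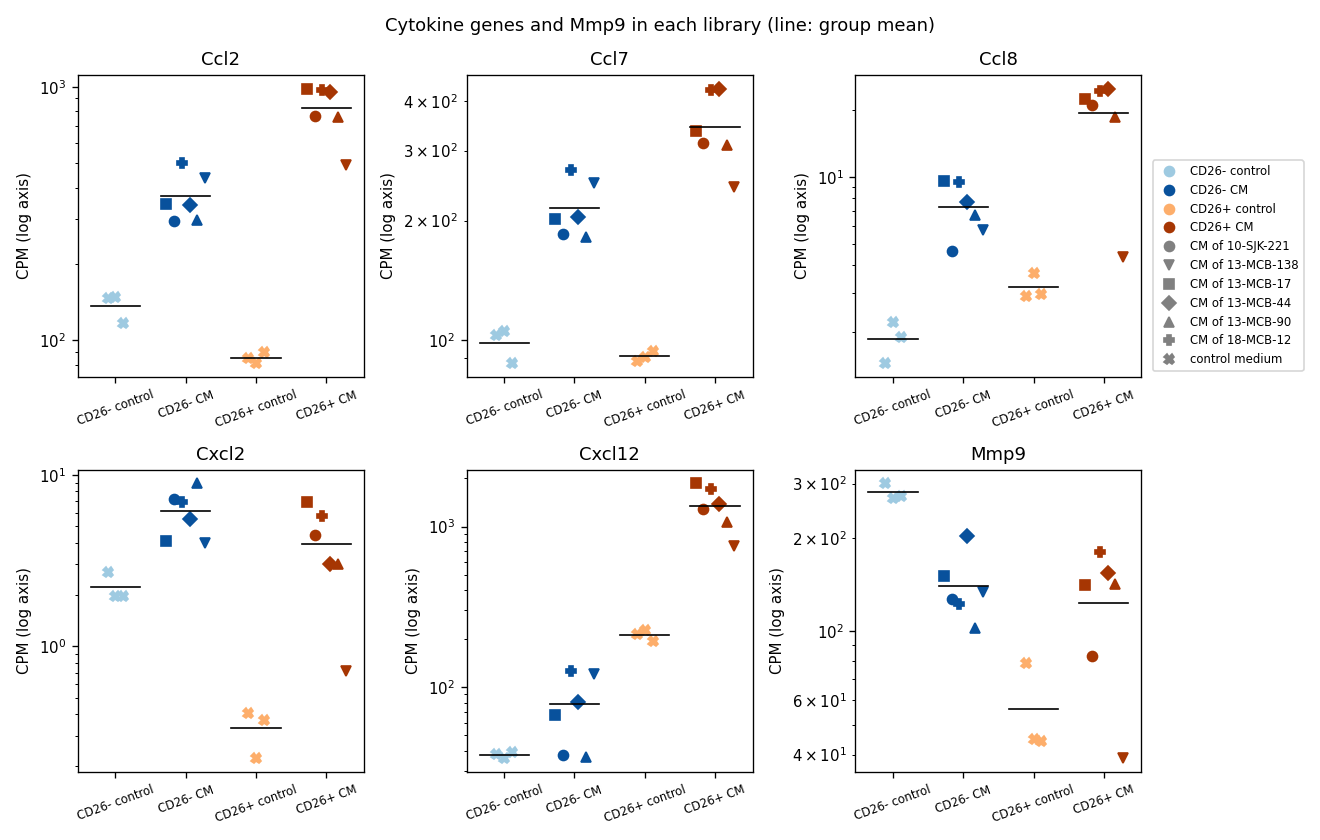
CPM of 5 cytokine genes and Mmp9 in each library on log axes, with a line at each group mean and symbols for the line that gave the CM. Cxcl12 had a mean of 1345 CPM in CD26+ CM libraries and 77.9 CPM in CD26- CM libraries, while the means of Mmp9 were 123 and 140.0 CPM.

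Of 23 matrix metalloproteinase genes in the table, 19 were tested. With CM, 8 rose and 3 fell in CD26- NFs (9 and 3 adjusted over the list alone), and 11 rose and 3 fell in CD26+ NFs (11 and 4 adjusted over the list alone). The count of 11 in CD26- NFs was 5 without control replicate 3 and 6 without control replicate 1. Mmp3 (ENSMUSG00000043613, chromosome 9, 7445822 to 7455975) rose to 1292 ± 505 CPM in CD26- NFs (log2 fold change 3.78 ± 0.73, edgeR FDR 0.00273) and to 1290.2 ± 890.5 CPM in CD26+ NFs (6.81 ± 0.88, edgeR FDR 2.52e-05). Between the cell types, 6 were higher and 5 lower in CD26+ NFs in control medium, and 7 were higher and 4 lower in tumour CM, with the same counts adjusted over the list alone. The list's median in control medium was -0.66 on fitted values and 0.06 with the 2 genes at the floor in CD26+ libraries set to their bound, so no direction is given for the family.

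In tumour CM, Mmp2 (ENSMUSG00000031740, chromosome 8, 92827291 to 92853420) was higher in CD26+ NFs by 1.31, Mmp11 (ENSMUSG00000000901, chromosome 10, 75923222 to 75936496) by 0.93 and Mmp28 (ENSMUSG00000020682, chromosome 11, 83440768 to 83463071) by 1.77. Mmp12 (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499) was lower, at -0.80, and Mmp24 (ENSMUSG00000027612, chromosome 2, 155775342 to 155818366) at -2.63. Mmp3 (edgeR FDR 0.998) and Mmp13 (edgeR FDR 0.978) did not differ. Mmp1a had 1.15 ± 0.933 CPM in CD26+ and 0.337 ± 0.313 CPM in CD26- libraries (log2 difference 1.74, edgeR FDR 0.0246). Its neighbour Mmp1b did not differ (edgeR FDR 0.261). Whether reads are shared between Mmp1a and Mmp1b was not tested, so both values stay uncertain. Mmp9 (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850) fell with CM in CD26- NFs from 281 ± 16.7 CPM to 140.0 ± 34.8 CPM (log2 fold change -1.01 ± 0.31, edgeR FDR 0.0380). In CD26+ NFs it rose from 56.1 ± 19.8 CPM to 123 ± 52.1 CPM (1.14 ± 0.35, edgeR FDR 0.0203). The difference in CM effect was 2.15 ± 0.47 (edgeR FDR 0.0121), but the levels in tumour CM did not differ (-0.18 ± 0.27, edgeR FDR 0.580). For the difference in CM effect, 3 metalloproteinases had a positive and 2 a negative value at the FDR (5 and 3 adjusted over the list alone). That count of 5 was 1 without CD26+ control replicate 11, 3 without CD26- control replicate 3, 8 without replicate 18 and 10 with the line as a block.

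Of the 65 list and contrast pairs, 19 passed the camera FDR. Of these, 16 also passed with fry and 0 with an estimated correlation, where the lowest adjusted p was 0.302 and 6 pairs had an unadjusted p under 0.05. With CM in CD26- NFs, the NF-kB-responsive (median log2 fold change 1.34) and chemokine (0.84) lists were higher, and the interferon-responsive (-1.04), cAMP-responsive (-0.52), myCAF (-0.37) and TGF-beta-responsive (-0.31) lists were lower. The last 3 did not pass with fry, and the myCAF list here holds 13 marker genes and not the full signature. With CM in CD26+ NFs, the NF-kB-responsive (2.40) and chemokine (1.86) lists were higher and the cell cycle list was lower (-0.82). In both cell types the contractile list (-0.18 and -0.25; camera FDR 0.255 and 0.336) and the tight junction list (0.03 and 0.08; camera FDR 0.782 and 0.255) did not pass with CM. The chemokine and NF-kB-responsive lists share 6 genes, and the tight junction and epithelial lists share 3.

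Between the cell types in control medium, the iCAF list was higher in CD26+ NFs (median 2.48) and the tight junction (-2.03) and interferon-responsive (-1.71, or -1.58 with floor genes at their bound) lists were lower. In tumour CM the iCAF list was higher (2.79), and the tight junction (-2.12) and cell cycle (-0.97) lists were lower, and with the line as a block the number of lists past the FDR in this contrast went from 3 to 5. The difference in CM effect was positive for the interferon-responsive (1.80), NF-kB-responsive (1.29) and chemokine (0.74) lists and negative for the cell cycle list (-0.86). These 4 kept their FDR with fry. No contrast of the metalloproteinase, CD26- NF marker or CD26+ NF marker lists passed with camera. With fry, the metalloproteinase and CD26- NF marker lists passed in each contrast except the difference in CM effect (FDR at most 0.0222 and 0.0374). The fry direction was up in all of these, so CD26- NF markers were higher in CD26+ NFs. For metalloproteinases in control medium it was up although their fitted median was -0.66, so their direction there stays unclear. The CD26+ NF marker list was lower in CD26+ NFs with fry, both in control medium (FDR 0.000408) and in tumour CM (FDR 0.00484). With fry, both marker lists thus went against the population they were named for. Passing with fry alone, the iCAF list rose with CM in CD26+ NFs (fry FDR 0.0102, camera FDR 0.150). In tumour CM the myCAF markers (fry FDR 0.0124, camera FDR 0.130) were higher in CD26+ NFs with fry alone. So were the TGF-beta-responsive genes (fry FDR 0.0114, camera FDR 0.109).

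**Figure D4:**
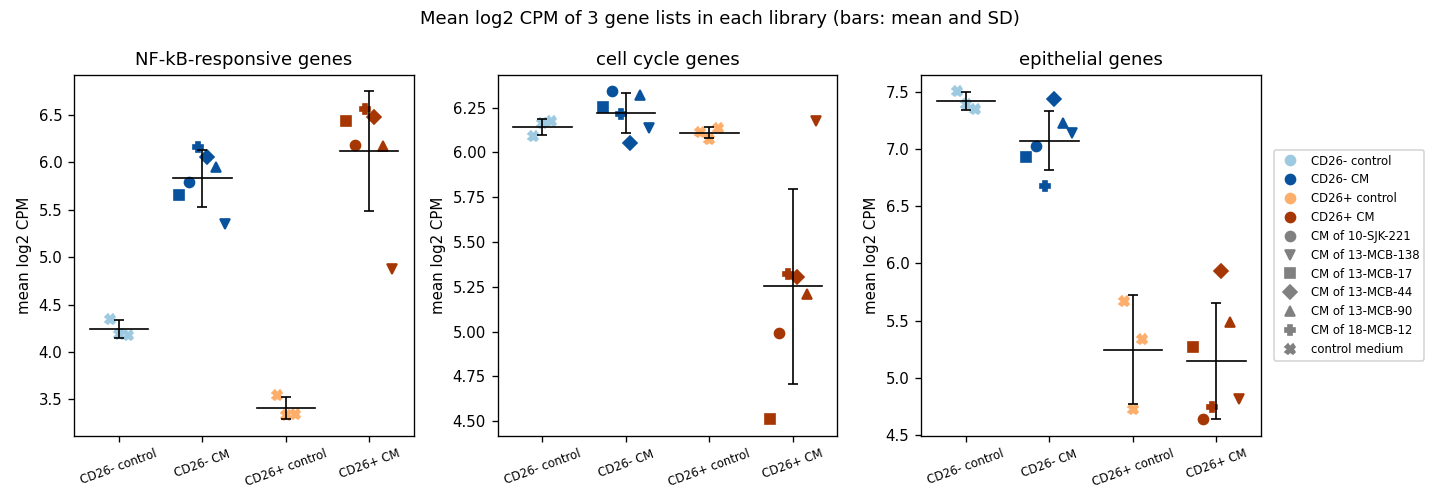
Mean log2 CPM of the NF-kB-responsive, cell cycle and epithelial lists in each library, with bars for the group mean and SD and symbols for the line that gave the CM. Replicate 18 (line 13-MCB-138) had 4.87 for the NF-kB-responsive list, where the other CD26+ CM libraries had 6.18 to 6.57.

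The iCAF and myCAF scores ask whether the whole profile of a library moves towards either state. The iCAF score was 0.426 ± 0.00379 (SD, n = 3) in CD26- control libraries and 0.461 ± 0.0210 (SD, n = 6) in CD26- CM libraries. It was 0.688 ± 0.0178 (SD, n = 3) in CD26+ control libraries and 0.721 ± 0.0211 (SD, n = 6) in CD26+ CM libraries. By two-sided exact permutation test, the score was higher in CD26+ NFs in tumour CM by 0.260 (p = 0.00216, adjusted over 10 comparisons 0.0216), in 6 of 6 lines. With the line as a block, an exact sign-flip test over the 6 lines gave p = 0.0313, which with adjustment was 0.119. In control medium the difference was 0.262, with p = 0.1 by exact permutation, the smallest p that 3 against 3 libraries allow. The CM effects were 0.0350 in CD26- and 0.0332 in CD26+ NFs, each with an exact permutation p = 0.0357 (adjusted 0.119). The difference between these CM effects was -0.00185 (permutation p = 0.980). That test exchanges cell type labels within each medium, so the large cell type difference in score (0.260 and 0.262) enters its null. It could hardly find a smaller difference in CM effect, so none is ruled out by it. Gene by gene, 3 iCAF genes rose and 0 fell with CM in CD26- NFs at the FDR (median 0.20). In CD26+ NFs 7 rose and 3 fell (median 0.73). The difference in CM effect of the iCAF list passed neither camera (FDR 0.146) nor fry (FDR 0.125). Among single iCAF genes it was positive for 3 and negative for 0 at the FDR. The myCAF score fell by 0.0301 with CM in CD26- NFs and fell by 0.0228 in CD26+ NFs, and no comparison of it passed the adjustment (lowest adjusted permutation p 0.149). In tumour CM it was higher in CD26+ NFs by 0.0181 (permutation p = 0.186 without pairing), in 6 of 6 lines. With the line as a block, the exact sign-flip test gave p = 0.0313, the smallest that 6 lines allow, which did not pass the adjustment. These scores rest on 13 marker genes and not on the full signature.

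Lists of other cell types were described without a list test. All 12 epithelial genes were tested. In control medium 11 were lower in CD26+ NFs (median -2.16), and in tumour CM 11 were lower (median -2.11). Krt18 (ENSMUSG00000023043, chromosome 15, 102028180 to 102032027) had 1534 ± 94.5 CPM (SD, n = 3) in CD26- and 279 ± 91.6 CPM (SD, n = 3) in CD26+ control libraries. With CM, 0 epithelial genes passed the FDR in either cell type, and at an unadjusted p under 0.05 there were 1 in CD26- and 0 in CD26+ NFs. Of 12 immune cell genes 5 were tested, with 1 higher and 2 lower in CD26+ NFs in control medium. Of 12 endothelial genes 8 were tested, with 4 lower in CD26+ NFs in control medium (median -1.19, or -1.10 at the bound) and 1 higher and 2 lower in tumour CM. Of 12 adipocyte genes 8 were tested, with 6 higher in CD26+ NFs in control medium (median 2.08) and 5 in tumour CM (median 1.16, or 1.03 at the bound). Of the 10 housekeeping genes, 3 were higher and 5 lower in CD26+ NFs in control medium (median -0.17). Krt8, Krt18, Cdh1, Epcam and the genes of the iCAF list were not named by the rule for single genes, and Krt18 was chosen after its values were seen.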

Values the study reported

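The study called genes with DESeq2 at an FDR-corrected p below 0.05 together with a log2 fold change above 2 or below −2. Among matrix metalloproteinases it listed MMP1, 3, 9, 11, 12, 13 and 28 as changed between CD26- and CD26+ NFs in tumour CM, and it described MMP1 and 9 as raised in the CD26+ cells. The plot it cites for this shows log2 fold changes of tumour CM against control medium. By flow cytometry, CD26 fell quickly once CD26+ NFs were in culture. Its full myCAF signature held 53 genes. Its clustering of these libraries used the 100 genes with the greatest variability.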

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

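Of the tests in this part, the division by scaling, the positions along the CM response, the effect of single libraries, the depth comparison, the count of interferon genes and the exchange of media were chosen only after the result was seen.

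In 142 groups of 6 libraries, 8 had a library far from the others by Dixon's ratio of its gap to the range of the group, where chance gives 7.10. The number is that of chance, but 6 of the 8 concern the 2 libraries given CM of line 13-MCB-138. In CD26+ NFs replicate 18 was lowest for Ccl2 (ratio 0.631), Ccl8 (0.830) and the mean of the NF-kB-responsive list (0.769), and highest for Ank (0.777) and Mmp28 (0.683). In CD26- NFs replicate 9 was lowest for Mmp1b (0.679), a gene of low counts that may share reads with Mmp1a, which was not tested. The remaining pair were Tril in CD26- CM replicate 5, the lowest (0.682), and the iCAF score of CD26+ CM replicate 13, the highest (0.645). No explanation was tested for that pair.

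On a scale from the control mean (0) to the mean of the other CM libraries (1), over the genes called in the opposite cell type, replicate 9 stood at 0.724 and replicate 18 at 0.535. The lowest of the other CM libraries stood at 0.827 in CD26- and 0.911 in CD26+ NFs, and the highest control libraries at 0.0215 and 0.0181. A swap with a control library is argued against, since the lower of the 2 positions, 0.535, is far above every control. Low depth alone is argued against for replicate 18, since replicate 17 was of similar depth and stood at 1.18. Totals were 11698481 in replicate 18 and 11594468 in replicate 17, and TMM-scaled sizes were 11191043 and 11271611. By TMM-scaled size replicate 18 was the lowest of the CM libraries. For replicate 9 a part of low depth stays open, as its total of 11240481 is the lowest of the CM libraries. Its TMM-scaled size was 11309003. In CD26- NFs replicate 4, with a total of 11757511, stood at 1.13, and replicate 7, with 12498235, at 0.827. A weaker CM of this line is a candidate explanation that the data leave open. The positions of the 6 lines correlated between cell types with Pearson's r 0.843 (exact permutation p 0.0333) but Spearman's rho 0.486 (exact permutation p 0.356), and r was -0.64 without the 2 lines farthest from the median, so the relation rests on those lines. A different biology of this line's CM stays open as well, with 1 library per cell type.

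The CM effect differed between the cell types at the FDR for 22 of 51 named genes. The log2 fold change with CM was higher in CD26+ NFs for Scube3 (2.25), Mmp9 (2.15), Ccl2 (1.83), Cxcl12 (1.63), Kazn (1.46), Sod2 (1.29), Mmp12 (1.29), Srgap3 (1.25), Gnai1 (1.25), Nfkb1 (0.85), Ccl7 (0.79), Egflam (0.72) and Mmp11 (0.55). It was lower in CD26+ NFs for Col23a1 (-2.38), Sfrp2 (-2.19), Plxna4 (-1.58), Ank (-1.37), Steap3 (-1.10), Ppp3ca (-0.74), Gas1 (-0.73), Mmp2 (-0.69) and Mmp19 (-0.55). The 6 genes named for this contrast were selected by their p in it. Genes named for the 4 group comparisons were selected as extremes in libraries that also enter this difference. That selection can itself produce a difference, so 22 of 51 is no estimate of the share among all genes. As to the level that chance gives for the count of 56 called genes, 8 of 100 splits of the cell type labels within each medium gave as many genes, which leaves chance open. A second version, with media exchanged within cell type and run after the first was seen, gave 3 of 100 splits, a share under 0.05. In 59 splits of the first version, the real one included, the share of libraries that kept their cell type label was similar in both media. In this subset, also chosen afterwards, only the real split gave as many genes, 1 of 59. Splits in which that share differs between the media carry the large cell type difference into the contrast, and up to 1750 genes were called in them. The 3 answers are not the same, so a response that depends on cell type stays a hypothesis for the count as a whole.

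For gene lists, the CM effect was larger in CD26+ NFs for NF-kB-responsive genes (1.29, camera FDR 5.59e-05) and chemokine ligands (0.74, camera FDR 0.00610), which share 6 genes. In tumour CM the levels did not differ between the cell types with camera for either list (median 0.40, camera FDR 0.336, and -0.14, camera FDR 0.447). With fry the chemokine list was higher in CD26+ NFs there (FDR 0.0492) and the NF-kB-responsive list did not pass (FDR 0.138). Among the single genes, 7 NF-kB-responsive genes were higher and 4 lower in tumour CM at the FDR, and 8 chemokine genes were higher and 4 lower. In control medium both medians were lower in CD26+ NFs (-0.68 and -0.62), though neither passed (camera FDR 0.146 and 0.447). Scaling between libraries is argued against as the whole cause: the value nearest to 0 under RLE and upper-quartile scaling was 1.26 for the first list and 0.70 for the second. Dilution of the CD26- response by epithelial RNA cannot be told apart. With the epithelial list as a covariate the NF-kB-responsive median was 1.24. That list hardly changed with CM (median -0.38 in CD26- and -0.06 in CD26+ NFs), so the covariate could hardly move this difference. All 15 NF-kB-responsive genes had a positive difference. With an estimated correlation between genes neither list passed (adjusted p 0.562), and with 3 control libraries per cell type the difference rests on few samples. A cell type difference in the response to inflammatory factors stays open, as does a difference in how the cultures were kept.

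Interferon-responsive genes also differed in CM effect, with a median of 1.80 (camera FDR 0.000192). They fell in CD26- NFs (-1.04). In CD26+ NFs the median was 0.82, or 0.74 with floor genes at their bound, but the list did not pass there (camera FDR 0.186, fry FDR 0.173), and 3 of 12 genes rose and 1 fell at the FDR. Of the 12 tested genes 11 had a positive difference and 2 of them passed the FDR (5 adjusted over the list alone), with fry FDR 0.0177. Counts were low, and only 5 genes had a mean of at least 5 CPM in a group. Independent noise in few counts is argued against as the whole cause: of the 10 genes above the floor, 6 had a positive difference at an unadjusted p under 0.05 and 0 a negative one, where chance gives 0.5. A single library is argued against as well by medians from 1.45 to 2.09 without any 1 library. The list started lower in CD26+ NFs in control medium (-1.71) and did not differ in tumour CM (-0.02, camera FDR 0.863). A state shared by the 3 control libraries of a cell type stays open, since with an estimated correlation between genes the list did not pass (adjusted p 0.562). A response to CM that depends on cell type stays open too.

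Cell cycle genes had a difference of -0.86 (camera FDR 2.28e-11), negative in all 20 genes, of which 5 passed the FDR (16 adjusted over the list alone). With an estimated correlation between genes the list did not pass (adjusted p 0.562). The genes fell with CM in CD26+ NFs (median -0.82, 17 of 20 genes past the FDR) and not in CD26- NFs (0.06, with 0 genes past the FDR and 0 at an unadjusted p under 0.05). Scaling is argued against, with the median nearest to 0 at -0.82 under the other scalings, and so is GC content or gene length, with -0.87 after the correction. A single library or line is argued against by a median of at most -0.71 without any 1 library. Replicate 18 was the exception: its list mean was 6.18 log2 CPM, like the 6.07 to 6.14 of control libraries, against 4.51 to 5.32 in the other 5 CM libraries. Without it the median was -1.06 and all 20 genes passed the FDR. A fall in the number of dividing CD26+ NFs in most tumour CMs is a hypothesis that these tests leave standing. Culture density, nutrient use and harvest day were not tested.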

How the results depend on the processing

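The GC content and length correction, alone or with the line block, and the epithelial covariate were chosen after seeing the data. Of 176 values of counts, scores, Dpp4 and the shared response under settings other than leaving out a library, 144 kept their direction and side of the threshold or stayed within 1.5 times the reported count, 29 moved, 1 weakened and 2 reversed. Counts of called genes stayed within 1.5 times under DESeq2, RLE and upper-quartile scaling, the fit of only the groups compared, the robust fit and the GC content and length correction. Their order below is CD26- CM effect, CD26+ CM effect, control medium, tumour CM and difference in CM effect.

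Without a log2 limit 2164, 4087, 7186, 8360 and 1075 genes passed, and with a limit of 1 there were 504, 953, 2422, 2040 and 271, as a lower limit admits more genes by construction. With a mean of at least 5 CPM, 44, 122, 412, 254 and 21 were called, since genes with a lower mean over all 18 libraries were left out before testing. Without a filter on low counts the tumour CM count was 948, as 31079 genes were tested. With the epithelial covariate 130 genes were called in control medium and 159 in tumour CM. With the line as a block and the GC content and length correction, 85 genes differed in CM effect, and 83 with the block alone. For these the cause was not tested. In tumour CM, 472 genes were called with the block and also 472 in a fit of only the groups compared, so the block itself does not account for the lower count.

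With the block, the difference in CM effect passed for 10 metalloproteinases, 4 CD26- NF markers and 5 CD26+ NF markers. With DESeq2, 4 CD26+ NF markers changed with CM in CD26- NFs and 2 differed in CM effect. Of the list tests, 0 passed with an estimated correlation (6 at an unadjusted p under 0.05), 30 with fry, and 5 in tumour CM with the block. The iCAF difference in CM effect reversed to 0.345 as mean log2 CPM and to 0.0105 with a mean of at least 5 CPM, and the iCAF difference in tumour CM, 0.260, lost the threshold in the sign-flip test over lines, where 6 lines allow no p under 0.0313. The shared response was 0.670 with a mean of at least 5 CPM and 0.394 as Spearman's rho. The cause was not tested for these.

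Leaving out each library in turn changed these results: the difference in CM effect was called for 31 to 97 genes, metalloproteinases past the FDR ranged from 5 to 11 for the CM effect in CD26- NFs and from 1 to 8 for the difference, cytokines from 2 to 4 and from 1 to 4, CD26- NF markers from 3 to 7 and from 0 to 2, and CD26+ NF markers from 1 to 3 and from 0 to 2. The Dpp4 difference in control medium ran from -1.02 to 0.30, positive only without CD26- control replicate 2, as all its counts lie at the floor. The iCAF difference in CM effect ran from -0.0103 to 0.00749. Called genes ran from 89 to 147, 252 to 350, 720 to 1065 and 542 to 663 for the first 4 contrasts.

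Among single genes, 3 of 173 values under other settings passed the FDR where the reported value did not, and of 585 values without a library 36 weakened and 4 strengthened. Among single list tests, an estimated correlation weakened 19 of 65, fry weakened 3 and strengthened 14, and the block strengthened 2 of 13.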

Other observations

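Of the tests in this part, the depth comparison, the epithelial covariate, the further gene lists and both Dpp4 tests were chosen only after the result was seen.

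Other splits of the same libraries show what counts of called genes arise without the real groups. For the CM effect, 1 of the 84 splits of CD26- libraries gave as many genes as the real one (129), the next highest giving 33, and 1 of the 84 splits of CD26+ libraries did (287, the next 135). In tumour CM, the lines pair the samples, so the real split was compared with the 32 splits that part every pair. Only the real 1 of these gave as many genes (594, the next 122). The 68 other splits drawn, which leave some pairs together, gave at most 131. In control medium 1 of the 10 splits gave as many genes (852), and the other 9 gave 0. With 3 libraries against 3 this share cannot go below 0.1, so for that count chance cannot be told apart by splits alone.

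Epithelial transcripts were higher in CD26- than in CD26+ libraries. In control medium Krt8 had 1227 ± 104 CPM (SD, n = 3) against 269 ± 69.1 CPM (SD, n = 3), Krt18 1534 against 279, Cdh1 458 against 82.4 and Epcam 231 against 58.4. All 12 tested genes of a further epithelial list, written before their values were seen, were lower in CD26+ NFs (log2 fold change -2.53 to -1.88, median -2.29). Lower depth in CD26+ libraries is argued against: the 2 CD26- control libraries with fewer counts than every CD26+ control library had a mean of at least 7.40 log2 CPM for the first list, against at most 5.67 in CD26+ control libraries. With group means removed, the further list followed the first list across libraries with a mean correlation of 0.788, where the 95th percentile of 10000 random lists was 0.171. Carried-over epithelial cells, in unequal shares, are a candidate explanation. The lists did not rise with tumour CM (median -0.38 in CD26- and -0.06 in CD26+ NFs), so the tumour cells that conditioned the medium are argued against as their source. Epithelial-like expression by the NFs themselves stays open, and all 12 genes of the first list were expressed in both cell types.

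The same signal bears on the genes lower in CD26+ NFs in control medium. With the mean of the first epithelial list as a covariate, 98.1% of the 572 genes called lower lost their call and 11 kept it, and their median went from -2.38 to -0.84. Of the 280 genes called higher, 62.9% lost their call and 104 kept it, and their median went from 2.77 to 2.35. Much of the lower set may thus be epithelial RNA. The covariate extrapolates beyond its spread within groups and takes up part of the cell type difference itself, so it does not separate NF genes from epithelial genes 1 by 1.

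Skeletal muscle transcripts appeared with CM in CD26- NFs. Myog went from 0.179 ± 0.0873 CPM (SD, n = 3) to 5.36 ± 4.82 CPM (SD, n = 6) and Myh3 from 0.590 ± 0.383 CPM to 14.1 ± 10.6 CPM, with Mymk and Myod1 at 1 count or less in every CD26- control library and at 2.09 and 1.86 CPM in CM. These 4 genes were chosen after their values were seen. In a further list written before its values were seen, 9 of 14 tested genes rose at the FDR in CD26- NFs (median 2.39, or 1.89 with floor genes at their bound) and 0 in CD26+ NFs (median -0.01, or -0.14 at the bound). In tumour CM 13 of the 14 genes were lower in CD26+ NFs at the FDR (median -3.08, or -2.40 at the bound). In control medium 3 were lower (median -0.54). The difference in CM effect was negative for 13 of the 14 genes (median -2.12 on fitted values). It passed the FDR for only 2 of them, so a response limited to CD26- NFs is not shown gene by gene. Reads shared between similar genes are argued against by the median of 2.39 over genes of unrelated families. Muscle precursor cells carried over into CD26- cultures cannot be told apart from a response of NFs. The 4 genes listed for precursors were Myf5, Musk, Pax7 and Cdh15. They summed to 5 to 12 counts in CD26- control libraries and 2 to 9 in CD26+ control libraries. Musk alone had 1 to 3 and 1 to 7 of these counts. Cdh15 had 2 to 9 in CD26- and 1 to 2 in CD26+ control libraries. Myf5 and Pax7 each had at most 1 count in CD26- control libraries and 0 in every CD26+ library. Apart from Musk these counts lean towards CD26- cultures, but they are too few to decide. With CM the sums were 8 to 50 in CD26- and 2 to 8 in CD26+ libraries, which goes with precursor cells and equally with a muscle programme switched on in NFs.

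Dpp4 was near the floor in all control libraries, including those of cells sorted as CD26+. A failure to count Dpp4 reads is argued against, since a CM library held 104 counts. Cell types exchanged between libraries are argued against: in tumour CM, Dpp4 was higher in the CD26+ library in 6 of 6 lines, and all 426 genes called between the cell types in both media had the same sign. Loss of expression in culture, in line with the fall in CD26 quoted above, and a partly mixed sort stay open and were not tested.

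The Mmp9 log2 difference between CD26+ and CD26- NFs in tumour CM was -0.18 (edgeR FDR 0.580), with -0.18 under DESeq2 (adjusted p 0.635) and -0.28 with the line as a block (edgeR FDR 0.369), the lowest and highest adjusted p of its 4 alternatives being 0.369 and 0.635. In tumour CM alone this is not the increase described in the text quoted above. On the scale of the plot cited there, CM against control medium, Mmp9 was higher in CD26+ NFs by 2.15 (edgeR FDR 0.0121), which goes in the direction described there. Mmp3 (edgeR FDR 0.998) and Mmp13 (edgeR FDR 0.978) did not differ in tumour CM either. At the FDR alone, Mmp11 (0.93), Mmp12 (-0.80), Mmp28 (1.77) and Mmp1a (1.74, edgeR FDR 0.0246) did. None of these passed the log2 limit of 2 that the study named. The higher Mmp1a goes in the direction described for MMP1, with the doubt about shared reads given above. The rise of Mmp9 with CM in CD26+ NFs (1.14) and its fall in CD26- NFs (-1.01) met from a control difference of -2.33. The median of the epithelial list there was -2.16, but an epithelial source of the Mmp9 difference was not tested. With CM that list changed less than Mmp9, by -0.38 in CD26- and -0.06 in CD26+ NFs.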
